# Genome-Wide Analysis of Glucocorticoid Receptor Binding Regions in Adipocytes Reveal Gene Network Involved in Triglyceride Homeostasis

**DOI:** 10.1371/journal.pone.0015188

**Published:** 2010-12-20

**Authors:** Chi-Yi Yu, Oleg Mayba, Joyce V. Lee, Joanna Tran, Charlie Harris, Terence P. Speed, Jen-Chywan Wang

## Abstract

Glucocorticoids play important roles in the regulation of distinct aspects of adipocyte biology. Excess glucocorticoids in adipocytes are associated with metabolic disorders, including central obesity, insulin resistance and dyslipidemia. To understand the mechanisms underlying the glucocorticoid action in adipocytes, we used chromatin immunoprecipitation sequencing to isolate genome-wide glucocorticoid receptor (GR) binding regions (GBRs) in 3T3-L1 adipocytes. Furthermore, gene expression analyses were used to identify genes that were regulated by glucocorticoids. Overall, 274 glucocorticoid-regulated genes contain or locate nearby GBR. We found that many GBRs were located in or nearby genes involved in triglyceride (TG) synthesis (*Scd-1*, *2*, *3*, *GPAT3*, *GPAT4*, *Agpat2*, *Lpin1*), lipolysis (*Lipe*, *Mgll*), lipid transport (*Cd36*, *Lrp-1*, *Vldlr*, *Slc27a2*) and storage (*S3-12*). Gene expression analysis showed that except for *Scd-3*, the other 13 genes were induced in mouse inguinal fat upon 4-day glucocorticoid treatment. Reporter gene assays showed that except *Agpat2*, the other 12 glucocorticoid-regulated genes contain at least one GBR that can mediate hormone response. In agreement with the fact that glucocorticoids activated genes in both TG biosynthetic and lipolytic pathways, we confirmed that 4-day glucocorticoid treatment increased TG synthesis and lipolysis concomitantly in inguinal fat. Notably, we found that 9 of these 12 genes were induced in transgenic mice that have constant elevated plasma glucocorticoid levels. These results suggested that a similar mechanism was used to regulate TG homeostasis during chronic glucocorticoid treatment. In summary, our studies have identified molecular components in a glucocorticoid-controlled gene network involved in the regulation of TG homeostasis in adipocytes. Understanding the regulation of this gene network should provide important insight for future therapeutic developments for metabolic diseases.

## Introduction

Glucocorticoids regulate many facets of energy metabolism. Excessive glucocorticoid exposure, whether exogenous or endogenous, is associated with the development of metabolic syndrome, a constellation of metabolic risk factors that include insulin resistance, central obesity, dyslipidemia and hypertension [1], [2]. Animal model studies, either applying genetic [3], [4] or pharmacological approaches [5], [6], [7], have shown that reducing the glucocorticoid signaling in vivo protects the animals from various metabolic disorders and improves their metabolic profiles. Intriguingly, several studies have shown that increasing active glucocorticoid levels specifically in adipocytes can cause metabolic syndrome [8], [9]. Conversely, transgenic mice that have decreased levels of active glucocorticoids in adipocytes are protected from diet-induced obesity and have improved glucose tolerance and insulin sensitivity [10]. Thus, these data highlight the critical role of adipocytes in glucocorticoid-regulated energy homeostasis and demonstrate that modulating glucocorticoid signaling in this cell type exclusively can have significant impacts on whole body metabolism.

In adipocytes, glucocorticoids modulate both glucose and lipid homeostasis. For the former, glucocorticoids inhibit insulin-stimulated glucose uptake [11], [12], [13]. For the latter, depending on nutritional state, glucocorticoids exert distinct effects on lipid metabolism, increasing lipogenesis in the fed state [14], [15] and increasing lipolysis in the fasted state [16], [17], [18]. Furthermore, glucocorticoids promote re-distribution of body fat [19]. Patients of Cushing's syndrome, which is characterized by high plasma cortisol levels, have fat accumulation in the depots of the abdomen, the nape of the neck and the cheeks, but reduced fat storage in other subcutaneous depots [20]. Overall, the effects of glucocorticoids on lipid metabolism could be affected by other environmental cue and are also region specific. It is important to note that while the glucocorticoid-regulated metabolic phenotypes are well described, the mechanisms underlying these metabolic effects are not entirely elucidated. Glucocorticoids exert their biological functions through an intracellular glucocorticoid receptor (GR). GR is a transcriptional regulator, which upon binding to cognate ligands, occupies specific genomic GREs, and modulates the transcription of nearby genes [21]. The products of these “primary” target genes either directly affect cellular physiology or modulate the expression of other sets of genes (“secondary” target genes), which then confer hormonal responses [22]. Identifying primary target genes that initiate physiological responses will shed new light on the mechanisms governing glucocorticoid actions. In different cell types glucocorticoids affect distinct physiological processes by inducing specific gene expression program. Notably, very few GR primary target genes in adipocytes have been identified to date.

To identify GR primary target genes in adipocytes, in this report, we applied a combination of chromatin immunoprecipitation (ChIP) and a high throughput DNA sequencing technique (called ChIPseq) to isolate genome-wide GR binding regions (GBRs) in 3T3-L1 adipocytes. Intriguingly, we found that many genes involved in TG homeostasis, including those in TG biosynthetic and lipolytic pathways, contain or are located near GBRs. We further investigated the regulation of these genes by glucocorticoids in mouse adipose tissue. Moreover, to further confirm that these genes are GR primary targets, GBRs from distinct genes were inserted into a reporter plasmid to determine whether they can mediate a glucocorticoid response. Finally, to learn whether the glucocorticoid-induced gene expression change translates to corresponding physiological outputs, we applied stable isotope labeling technique to monitor the effect of glucocorticoids on TG metabolism in vivo.

## Methods

### Cell culture

The 3T3-L1 (Mouse embryonic fibroblast-adipose like cell line) cells, kindly provided by Dr. Hei Sook Sul (UC Berkeley), were maintained in Dulbecco's modified Eagle's medium (DMEM; Mediatech) containing 10% fetal bovine serum (FBS; Tissue Culture Biological) and incubated at 37°C with 5% CO_2_. 3T3-L1 cells at 2 days post-confluence were differentiated into adipocytes using differentiation-inducing medium (1 µM dexamethasone (DEX), 0.5 mM methylisobutylxanthine, and 1.67 µM insulin in DMEM with 10% FBS). The 3T3-L1 cells were maintained in differentiation media for 3 days. The cells were then returned to medium consisting of 10% FBS in DMEM without drugsfor an additional 3 days. Before embarking on a ChIP-seq experiment, differentiated 3T3-L1 adipocytes were washed with 1× phosphate-buffered saline (1× PBS buffer) and cultured in DMEM supplemented with 5% stripped FBS (J.R. Scientific) for 24 hours. 3T3-L1 adipocytes were then exposed to 500 nM dexamethasone (DEX) or an equal volume (0.05% v/v of media) of ethanol as a vehicle control for 1 h at 37°C in DMEM with 5% stripped FBS.

### Animals

Male 8-week-old C57BL/6 mice were purchased from Charles River. Animals were injected daily with 5 mg/kg DEX (Sigma) or PBS for 4 days. After 24 hours of the last injection, animals were sacrificed for various assays. Transgenic mice overexpressing corticotropin-releasing hormone (CRH) were provided by Mary Stenzel-Poore [23]. The Office of Laboratory Animal Care at the University of California, Berkeley (#R306-0111) approved all animal experiments conducted in this paper.

### ChIPseq

After 3T3-1L adipocytes were treated, DEX- or ethanol-treated cells (two 15 cm plates for each treatment) were cross-linked in 1% formaldehyde for 10 min at room temperature, followed by quenching of the cross-linking reaction in 0.125 M glycine for 5 min. After washing the cells with 1× PBS, they were lysed and scraped in cell lysis buffer (50 mM HEPES-KOH at pH 7.4, 1 mM EDTA, 150 mM NaCl, 10% glycerol, 0.5% Triton X-100) added with protease inhibitor cocktails (Calbiochem). The cell lysate was incubated for 10 min at 4°C and the crude nuclear extract was collected by centrifugation at 600×g for 5 min at 4°C. We resuspended nuclei in 1 mL of ice-cold RIPA buffer (10 mM Tris-HCL at pH 8.0, 1 mM EDTA, 150 mM NaCl, 5% glycerol, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, supplemented with protease inhibitor) and fragmented chromatin to 200–500 bp with eleven pulses of 20 sec at 30% power with a Branson Sonifier 250 sonicator at 4°C. To remove insoluble components, we centrifuged the samples at 13,000 rpm for 15 min at 4°C and recovered the supernatant. The supernatant was then added to 1 µg of rabbit polyclonal anti-GR (N499) antibody to immunoprecipitate GR-bound chromatin at 4°C overnight. We next added 100u of 50% protein A/G plus-agarose bead slurry (Santa Cruz Biotechnology) into each immunoprecipitation and incubated it for 2 h at 4°C. After incubation, we washed the beads five times with RIPA buffer containing 510 mM NaCl, followed by five times with LiCl buffer (20 mM Tris at pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% sodiumdeoxycholate, supplemented with protease inhibitor) and five times with RIPA buffer containing 510 mM NaCl. After removing the remaining wash buffer, each IP reaction was added to 75 µl of proteinase K solution (TE pH 8.0, 0.7% SDS, 200 µg/ml proteinase K) and incubated for 3 h at 55°C, followed by incubating overnight at 65°C to reverse formaldehyde cross-links. We further purified the DNA with a QIAquick PCR purification kit (Qiagen), eluting in 30 µl of Qiagen Elution Buffer.

For each ChIPseq experiment, we followed the procedures of Illumina genomic DNA library preparation for sequencing. In brief, ChIP DNA fragments were blunted and ligated to sequencing adapters. The adapter-ligated DNA was amplified with 25 rounds of PCR. We electrophoresed the amplified products on a 2% agarose gel. We excised a region of gel containing DNA fragments 150–300 bp in length and extracted DNA from the gel slice with a Qiagen Gel Extraction kit. We then ensured the DNA quality by Bioanalyzer (Agilent). The resulting DNA library was sequenced on the Illumina Genome Analyzer (Vincent J. Coates Genomic Sequencing Laboratory, UC Berkeley). The reads that have passed Illumina's internal quality filter were retained for further analysis. Reads were aligned to mm9 assembly of mouse genome by Illumina's default aligner ELAND (allowing up to 2 mismatches in first 32 bps). The aligned reads were given as input to peak-finding software Model-based Analysis of ChIPseq (MACS). The default p-value cutoff criterion was at 10^−5^ (the effective genome size was set to 2.2 Gb). The underlying DNA sequences of the identified peak regions were obtained with a python script and further analyzed with web-based motif-finding tools.

### Annotation of genes

The distribution of GR-binding sites, relative to nearest genes, was determined with PinkThing (http://pinkthing.cmbi.ru.nl). All sequences associated with the peaks were obtained from the *Mus musculus* NCBI m37 genome assembly (mm9; July 2007).

### Motif search and gene ontology analysis

BioProspector [24] was used to search for 14- or 8-bp motifs in the ChIPseq data. The top 10–20 scoring output motifs from BioProspector were then compared to known binding sites in TRANSFAC V11.3 database using STAMP [25]. A motif discovery program, cis-regulatory element annotation system (CEAS) (http://ceas.cbi.pku.edu.cn) (Ji et al. 2006), was also performed to obtain the enriched transcription factor motifs located in ChIPseq-identified GBRs.

The Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/home.jsp) was used to perform gene ontology analysis. Below are the list of categories selected for analysis: Disease: OMIM_DISEASE, Functional Categories: COG_ONTOLOGY, SP_PIR_KEYWORDS, UP_SEQ_FEATURE, Gene_Ontology: GOTERM_BP_ALL, GOTERM_CC_ALL, GOTERM_MF_ALL, PANTHER_BP_ALL, PANTHER_MF_ALL, Pathway: BBID, BIOCARTA, KEGG_PATHWAY.

### RNA isolation and quantitative PCR

Total RNA was isolated from mouse inguinal fat using TRI Reagent® RT (Molecular Research Center, Inc.). To synthesize random-primed cDNA, 0.5 µg of total RNA, 4 µl of 2.5 mM dNTP, and 2 µl of random primers (New England Biolabs) were mixed at a volume of 16 µl and incubated at 70°C for 10 min. Then, a 4-µl cocktail containing 25 units of Moloney Murine Leukemia Virus (M-MuLV) Reverse Transcriptase (New England Biolabs), 10 units of RNasin (Promega), and 2 µl of 10× reaction buffer (New England Biolabs) was added and incubated at 42°C for 1 h. The reaction was then incubated at 95°C for 5 min. The resultant cDNA was diluted to 200 µl, and 3.5 µl was used to perform qPCR using EVA QPCR SuperMix Kit (Biochain) per manufacturer's protocol. qPCR was performed in either a 7900HT, 7500HT or StepOne PCR System (Applied Biosystems) and analyzed by using the ΔΔ-Ct method as supplied by the manufacturer (Applied Biosystems). *Rpl19* gene expression was used for internal normalization. Primer sequences are listed in Table S2.

### Plasmids, transfection, and luciferase reporter assay

pGL4.10-E4TATA reporter plasmid was generated by insertion of a 50-bp minimal *E4* TATA promoter sequence (Lin et al. 1988) into the *Bgl* II to *Hind* III sites of vector pGL4.10 to drive luciferase expression (Bolton et al. 2007). Each chosen GBR fragment, extending 100–150 bp upstream and downstream, was amplified from genomic 3T3-L1 DNA (primer sequences are listed in Table S2) using Phusion High–Fidelity DNA Polymerase (New England BioLabs) and cloned into the pGL4.10-E4TATA vector by either *Xho* I/*EcoR* V or *Kpn* I/*Xho* I sites. SuperFect transfection reagent (Qiagen) was used to transfect 3T3-L1 preadipocytes in 12-well plates according to the technical manual. Twenty-four hours post-transfection, cells were treated with either 1 µM DEX or ethanol, in DMEM with 5% stripped FBS for 24 hours. Cells were then harvested, and luciferase activity was measured with a Dual-Luciferase Reporter Assay kit (Promega), following the technical manual.

### Measurement of triglyceride concentration and synthesis by stable isotope

Mice were administered by an intraperitoneal injection of heavy water (^2^H_2_O)(0.035 ml/g body weight of 100% atomic percentage excess ^2^H_2_O), and they were maintained on 8% ^2^H-labeled drinking water for 7 days. After 3 days of giving 8% ^2^H-labeled drinking water, mice were treated with DEX (5 mg/kg body weight) or PBS for 4 consecutive days. The mice were sacrificed, and inguinal fats were collected to measure the rate of TG synthesis as previously described (Bederman et al. 2009). The TG composition of inguinal fats was studied using a thin layer chromatography (TLC) method, which begins with briefly homogenizing inguinal fat samples in Tris Sucrose buffer (50 mM Tris-HCl at pH 7.4, 250 mM sucrose, supplemented with protease inhibitors). Lipids were extracted using chloroform∶methanol (2∶1) and separated on Whatman* Adsorption 60Å Silica Gel TLC Plates with the solvent hexane∶ethyl ether∶acetic acid (v∶v∶v80∶20∶1). TLC plates were exposed to iodine vapor in order to visualize the TG bands. The TG bands were scraped and added to 1 ml of a 1∶1 mixture of the 8% ethanolic NaOH and 4% hydroxylamine solution. The TG reaction was thoroughly vortexed and incubated at 65°C for 2 minutes. The TG samples were cooled for 5 minutes at room temperature and 2.5 ml of fresh ferric perchlorate reagent was added. Next, 250 µl of each TG sample was loaded in a 96 well ELISA plate with a serial dilution of 250 mM Triolein (Sigma) as a set of standards. The plate was read at 530 nm after 30 minutes. The TG levels were calculated and expressed as mmol per mg tissue weight. To make the fresh ferric perchlorate reagent, 5 g of ferric perchlorate was dissolved in 10 ml of 70% HClO_4_ and 10 ml of water. This solution was diluted with 80 ml cold 100% ethanol to make a stock ferric perchlorate solution. 4 ml of the stock ferric perchlorate solution was then combined with 3 ml of 70% HClO_4_ and 93 ml cold 95% ethanol.

### Lipolysis Assay

The lipolysis assay was conducted as previously described (Jaworski et al. 2009). Explants from freshly removed inguinal fat pads (∼100mg) were incubated at 37°C in 500uL Krebs-Ringer Buffer (12mM HEPES,121mM NaCl, 4.9mM KCl, 1.2 mM MgSO4 and 0.33mM CaCl) with 3% BSA and 3mM glucose. Glycerol release was determined over time using free glycerol reagent (Sigma). Measurements were normalized to total protein content of the adipose sample using Bradford protein dye (BioRad).

### Microarrays and Data Analysis

3T3-L1 adipocytes were cultured in DMEM supplemented with 5% stripped FBS (J.R. Research) for 24 hours and then treated with 500 nM DEX or an equal volume (0.05% v/v of media) of ethanol as a vehicle control for 6 hours at 37°C in DMEM with 5% stripped FBS. Total cellular RNA was isolated utilizing the NucleoSpin RNA II kit (Macherey-Nagel). RNA isolates were first quantified by standard spectrophotometry, and then qualitatively evaluated by capillary electrophoresis employing the Bio-Rad Experion system per the manufacturer's instruction. Biotin-labeled cRNA samples were prepared with 750 ng of total RNA template. Following synthesis and purification, the biotin-labeled samples were evaluated by both 260/280 absorbance spectrophotometry and capillary electrophoresis. The final labeled cRNA samples were hybridized overnight against 48,000 transcripts using MouseWG-6 BeadChip arrays (Illumina, San Diego, CA). The Illumina microarrays were processed at the UCSF Genomics Core. All treatments were done in triplicates, and the same batch of microarrays was used for all treatments. The Illumina expression arrays were pre-processed using lumi package [26]. The differential expression analysis was performed using the Limma package [27]. These packages are all available in R/BioConductor. Probes were selected for further analysis if the fold-induction was greater than 2 and multiple testing adjusted the p-value to less than 0.05 using Benjamini and Hochberg procedure (BH-adjusted p-value) [28]. The heatmaps of log intensities of genes across different experiments were produced using Cluster and TreeView software [29]. The microarray data is available at the Gene Expression Omnibus Web site (http://www.ncbi.nlm.nih.gov/geo/) under accession No. GSE24105.

## Results

### Identification of genome-wide GR binding regions in 3T3-L1 adipocytes

We used ChIPseq to identify the genomic locations bound by mouse GR in 3T3-L1 adipocytes in response to the treatment of a synthetic glucocorticoid, dexamethasone (DEX). We sequenced the ChIP DNA with an Illumina Genome Analyzer and aligned the sequence reads to the mouse genome using Illumina's ELAND program. Model-based Analysis of ChIPseq (MACS) algorithm was then used to identify enriched genomic regions in DEX-treated samples vs. ethanol-treated samples. When p value<10^−5^ was used, we identified 8,848 genomic positions occupied by GR upon DEX treatment. We used PinkThing (http://pinkthing.cmbi.ru.nl) to assign GBRs to mouse genes based on proximity, and target sites were grouped depending on their position relative to the nearest gene. Fig. 1A is an example of these analyses. In chromosome 19, downstream of the *Scd-2* gene, we identified two GBRs, as the number of sequencing reads at these two regions were significantly enriched in DEX-treated samples than in ethanol-treated samples (Fig. 1A). A complete list of binding sites at all significant thresholds is available in Dataset S1. Overall, GR preferentially bound in the intron regions (48%, Fig. 1B). 13% of GBRs were located between 5–50 kb 5′ of transcription start site (TSS), whereas 17% were located within 50 kb from 3′ of stop codon (Fig. 1B). Interestingly, only 6% of GBRs were located inside of 5 kb from TSS (Fig. 1B). Furthermore, 16% of GBRs were located 50 kb upstream of TSS or 50 kb downstream of the stop codon (Fig. 1B). Other studies using ChIPseq or ChIP on chip to isolate binding sites for nuclear receptors also showed that only approximately 10% of binding sites are located inside of 5 kb from the TSS, whereas the majority of binding sites were located in the intron and/or far distant region [30], [31], [32], [33], [34], [35].

**Figure 1:**
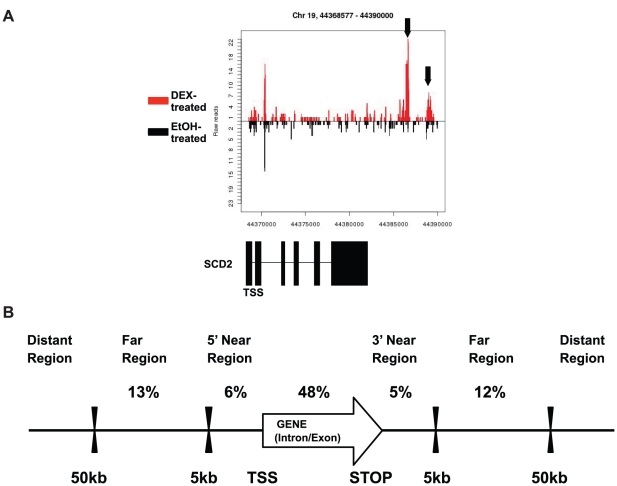
Genomic distribution of glucocorticoid receptor binding sites binding sites and response elements. A) An example of ChIPseq data showing the number of ChIPseq sequencing tag in *Scd-2* gene. ChIP-seq data are plotted as the density of 36-bp tags mapping to the region. The density is separated to show the reads (Y-axis) mapping to the reference genome (X-axis) in DEX (red) or ethanol (black) treated samples. B) Enrichment of GBRs in genomic features. The percentage of all identified GBRs in each type of region was shown.

### Identifying GR-regulated Genes in 3T3-L1 Adipocytes using microarray

Potential GR primary target genes that contain or are located nearby GBRs should have expression regulated by glucocorticoids. 

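3T3-L1 cells are a mouse preadipocyte line that differentiates into adipocytes in culture. Differentiated cells were treated with 500 nM DEX, a synthetic glucocorticoid, or with the ethanol vehicle for 6 hours, and total RNA was hybridized to MouseWG-6 BeadChip arrays, 3 per group. The paper's Methods give the treatments as triplicates on 1 batch of arrays. Neither the paper's text nor the sample labels say whether the triplicates were separate cultures, so the p-values measure the spread between these samples, which may be technical. The deposited signals are mean bead intensities of 45281 probes with a detection p-value for each probe and array, and are neither background-corrected nor normalized. Per array, 15800 to 16512 probes (median 15959) were detected in vehicle and 15983 to 16523 (median 16117) in DEX at a detection p under 0.05. The median signal was 91.9 to 96.8 on the 6 arrays. The authors pre-processed the arrays with lumi and tested them with limma, and the lumi options are not given in the sources used here. From the bead signals, the background was corrected with normexp from the detection p-values with an offset of 16, followed by quantile normalization and log2. The 16317 probes detected on at least 3 of the 6 arrays were tested with limma, and p-values were adjusted over these probes with the Benjamini and Hochberg procedure. Log2 signals of arrays of the same group correlated at 0.974 to 0.994 across the tested probes, and those of different groups at 0.958 to 0.978. A gene was counted as induced or repressed if at least 1 of its probes changed by more than 1.5 fold with an adjusted p under 0.05. Values of a gene are those of its probe with the highest mean signal, called the representative probe, which also decides whether a member of a gene list is counted, given as mean ± SD of the log2 signal (n = 3 arrays per group). The number of arrays limits the precision. Quantile normalization, the background offset and the detection filter can each change the size of a fold or the number of genes past the threshold.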

To identify potential GR primary target genes in adipocytes, we performed microarray analyses to isolate genes whose expression is modulated by glucocorticoids upon 6-hour-DEX treatment in 3T3-L1 adipocytes. We found that 421 genes were significantly induced by DEX by more than 1.5 fold. Among these genes, 292 genes contain GBRs in their genomic regions, or GBRs located within 100 kb upstream of their TSS or within 100 kb downstream of their stop codon (Table 1). In contrast, 198 genes were inhibited by DEX by more than 1.5 fold. Among these genes, 45 genes contain GBRs in their genomic regions, or GBRs are located within 100 kb upstream of their TSS or within 100 kb downstream of their stop codon (Table 1). 

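DEX induced 437 genes, with a median fold of 2.27, and 76 of them rose by more than 4 fold. Cpm, which encodes the membrane enzyme carboxypeptidase M, was detected on 1 of 3 vehicle arrays and on all DEX arrays. Its log2 signal went from 4.81 ± 0.36 to 11.50 ± 0.39 (adjusted p = 1.03e-06 from limma), a 103-fold rise that is set against background in vehicle, or 84.5-fold with the undetected arrays set to the lowest signal among detected probes. Its other probe, detected on no vehicle array, was at least 12.2-fold higher. Fkbp5, an Hsp90 co-chaperone of GR, rose 64.4-fold (log2 fold change 6.01, standard error 0.17, adjusted p = 3.15e-07). Map7d2, a microtubule-associated protein, and Fam107a were not detected on any vehicle array. Their signals in DEX were at least 25.1-fold and at least 18.0-fold higher, set against the lowest signal among detected probes on each vehicle array (adjusted p = 4.58e-06 and 1.03e-06). A dimmer probe of Map7d2 was at least 4.23-fold higher. The probe named for Ear3, an eosinophil-associated ribonuclease, rose 31.4-fold. Probe sequences were not compared, so it may also read near-identical ribonuclease genes. The metallothionein Mt2 rose 20.2-fold and Ifi207 19.9-fold. Errfi1, a feedback inhibitor of the EGF receptor, rose 13.8-fold and the receptor tyrosine kinase Mertk, detected on 2 of 3 vehicle arrays, 12.8-fold. The adjusted p of these 5 genes was 4.94e-05 or less. Of 31 known glucocorticoid-responsive genes, listed when Dataset S2 had been read, 26 were higher and none was lower at an adjusted p under 0.05 (27 higher when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). They included the pyruvate dehydrogenase kinase Pdk4 (8.31-fold) and the NF-kB inhibitor Tnfaip3 (4.59-fold), while Anxa1, Bcl6, Cebpb, Irs2 and Klf15 did not pass. The transcriptional repressor Bcl6 had a log2 fold change of 0.60 (adjusted p = 0.0657, or 0.0343 with the replicates as pairs, and 0.0146 to 0.293 over the alternatives). As a group the list was higher in DEX (camera with a preset correlation, adjusted p = 1.25e-37, and adjusted p = 0.00408 with an estimated correlation). Several of its members, such as Lcn2, Sgk1 and Tsc22d3, are named by the paper from these arrays. Neither the counts nor the test of this list are therefore independent evidence. For 406 induced genes the representative probe itself passed. Over all tested genes 27.9% had groups that did not overlap, where chance gives 10%. The count of induced genes was 258 without vehicle replicate 2 and 291 without vehicle replicate 3, and 585 with the replicates as pairs and 621 with array weights, while 253 genes rose by more than 2 fold, the threshold of the paper's Methods, and 151 passed limma's treat test against 1.5 fold.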

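DEX repressed 308 genes, with a median fold of 1.80, and 7 of them fell by more than 4 fold. Aqp5, a water channel detected on 2 of 3 DEX arrays, fell from 7.83 ± 0.29 to 5.18 ± 0.20, or 6.26-fold lower (log2 fold change -2.65, standard error 0.19, adjusted p = 3.43e-05 from limma). Hcar1, the lactate receptor, and Hcar2, the receptor for niacin and 3-hydroxybutyrate, both of which inhibit lipolysis in adipocytes, were 4.7-fold and 4.13-fold lower (adjusted p = 2.99e-04 and 2.77e-04). Angptl8, a regulator of lipoprotein lipase, was 5.67-fold lower (adjusted p = 0.00926), a fold set against background in DEX, where 1 of 3 arrays detected it, and 5.06-fold lower with its undetected arrays set to the lowest signal among detected probes. Its vehicle arrays spread from 6.17 over 7.65 to 8.33, and without vehicle replicate 1 the log2 fold change of Angptl8 was -3.11 against -2.50. The matrix protein Spon2 was 4.67-fold lower, and Igfals, which binds circulating insulin-like growth factor complexes, 4.11-fold lower (adjusted p = 2.44e-05 and 5.84e-04). Gper1, a G protein-coupled estrogen receptor, the matrix metalloproteinase Mmp11, Abi3 and the secreted glycoprotein Stc1, detected on 2 of 3 DEX arrays, were 3.5 to 4.52-fold lower, with adjusted p-values from 3.36e-04 to 0.0151. The calls of Angptl8, Gper1 and Mmp11 ended when all probes were tested without the detection filter, and that of Mmp11 also when an array was left out (adjusted p = 0.0561 without vehicle replicate 1 and 0.0645 without DEX replicate 2). Over the alternatives their adjusted p was 2.99e-04 to 0.104, 3.13e-04 to 0.0952 and 3.17e-04 to 0.131. Of the 745 genes past the threshold in either direction, 58.7% were higher in DEX. With median scaling in place of quantile normalization 503 genes were repressed and 42.7% of the calls were higher, and the median log2 fold change of all tested probes was -0.13 with that scaling. The number of repressed genes was 505 with the replicates as pairs, and 190, 98 and 146 without vehicle replicate 1, 2 or 3 and 156 without DEX replicate 2. It was 177 without background correction, 200 with the authors' lumi values, 171 without the detection filter and 594 with array weights. By more than 2 fold, 96 genes fell, and 26 passed limma's treat test.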

All of the 620 DEX-regulated genes identified by microarray are shown in Dataset S2. 

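The direction of change was the same here for all 761 probes listed in Dataset S2. Of its 539 induced probes, 520 rose by more than 1.5 fold at an adjusted p under 0.05 from limma, and of its 222 repressed probes, 217 fell by as much. Across these probes, which are not independent replicates, the log2 folds correlated at 0.977 with those the paper lists, with a slope of 1.23 of the folds here on the paper's. Both sets of folds come from the same 6 arrays, so the overlap is not independent evidence.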

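Dataset S3 names 292 activated and 45 repressed genes with GR binding regions, of which 262 and 40 could be tested. Of the activated genes, 244 were higher in DEX at an adjusted p under 0.05 from limma and none was lower (1 lower at an unadjusted p under 0.05), with a median log2 fold change of 1.26. The other 18 activated genes did not pass, Scd2 and Vldlr among them. Of the repressed genes, 36 were lower and none was higher (0 higher at an unadjusted p under 0.05), with a median of -0.97. Adjusted over the list alone, 258 activated genes were higher and 1, Arid5b, was lower (log2 fold change -0.67, adjusted p = 0.168 over all probes), and 40 repressed genes were lower. Arid5b was picked out after its value was seen. That value is of its representative probe. The probes of Dataset S2 all kept their direction here, so it is not a probe listed there as induced, and it does not show that the gene fell. The study chose these genes on these arrays, so the counts are not independent evidence of their direction.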

Overall, we identified 337 glucocorticoid responsive genes (Dataset S3), which had their expressions modulated, up or down, by glucocorticoids in 3T3-L1 adipocytes, and they contain or are located nearby GBRs.

**Table 1:** Number of Genes Regulated by Glucocorticoids and containing GBRs in 3T3-L1 Adipocytes.

	Glucocorticoid-regulated genes	Glucocorticoid-regulated genes containing GBRs*	% of Glucocorticoid regulated genes containing GBRs*
**Activated**	421	292	59%
**Repressed**	198	45	23%
**Total**	619	337	54%

*GBRs are located in the intron or within 100kb upstream from the TSS or 100kb downstream from the stop codon.

We used a web-based gene ontology tool, DAVID, to classify these 337 glucocorticoid responsive genes. The top categories of genes identified in the functional annotation chart include those involved in the regulation of distinct developmental processes, such as blood vessel and mammary gland formation, and the regulation of apoptosis, cell proliferation and signal transduction (Dataset S4). Moreover, genes involved in lipid metabolism are also significantly presented (Dataset S4). 

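Genes of the developmental and signaling categories in Dataset S4 mostly rose. Of 16 tested genes of blood vessel development, 12 were higher and 3 lower at an adjusted p under 0.05 from limma. Those higher included Sphk1, which makes sphingosine 1-phosphate (3.14-fold, adjusted p = 0.00233), and the matricellular protein Ccn1 (2.98-fold, adjusted p = 0.00831, or 0.0791 when all probes were tested and 8.19e-05 to 0.0791 over the alternatives). The growth factor Fgf10 was 2.3-fold lower (adjusted p = 0.00553). All 8 tested genes of mammary gland development passed, 6 of them higher, among them Lef1, a transcription factor of Wnt signaling that was not detected on any vehicle array and was at least 3.25-fold higher in DEX (at least 1.16-fold by its other probe). Of 24 genes of the regulation of apoptosis, 20 were higher and 2 lower, of 22 genes of cell proliferation 16 were higher and 5 lower, and of 22 genes of signal transduction 17 were higher and 4 lower. The study chose these genes on these arrays, so the counts are not independent evidence of their direction. Among 25 tested angiogenic factors, a list that shares Ccn1, Fgf10, Sphk1 and Vegfc with the blood vessel category, 9 were higher, 2 were lower and 14 did not pass (10 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.323). Of 23 genes of the S and G2/M phases, 2 were higher and 2 were lower (as many adjusted over the list alone; camera adjusted p = 0.653). The replication factor Cdc45 was 2.02-fold higher (adjusted p = 0.0147, or 0.0765 without vehicle replicate 2, 0.0638 without vehicle replicate 3 and 0.066 without DEX replicate 2, and 4.08e-04 to 0.0765 over the alternatives). The mitotic kinase Cdk1 was 1.76-fold lower (adjusted p = 0.0462, or 0.142 without vehicle replicate 1, 0.151 without vehicle replicate 2, 0.0813 without vehicle replicate 3, 0.0931 without DEX replicate 2 and 0.0644 without DEX replicate 3, and 0.00868 to 0.154 over the alternatives).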

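Of 29 tested genes of lipid metabolism in Dataset S4, 21 were higher in DEX, 6 were lower and 2, Scd2 and Vldlr, did not pass at an adjusted p under 0.05 from limma (23 higher and 6 lower when adjusted over the list alone). Pld1, a phospholipase D, rose from 5.50 ± 0.17 to 7.66 ± 0.13 (4.47-fold, adjusted p = 3.52e-05). Aldh1a1, a retinaldehyde dehydrogenase, was not detected on any vehicle array and was at least 5.53-fold higher in DEX (adjusted p = 3.20e-06). Stard4, a cholesterol transfer protein, was 2.41-fold lower (adjusted p = 0.00103) and the peroxisomal transporter Abcd2 2.99-fold lower (adjusted p = 0.00841, or 0.0801 when all probes were tested and 1.78e-04 to 0.0801 over the alternatives). The study chose these genes on these arrays, so neither the counts nor the test of the group (camera adjusted p = 4.11e-11, and adjusted p = 0.283 with an estimated correlation) are independent evidence. Other lists of lipid genes were counted and tested in the same way. Of 16 genes of lipolysis and its control, which include Hcar1 and Hcar2 as seen in Dataset S2, 1 was higher and 4 were lower (2 higher and 7 lower adjusted over the list alone; camera adjusted p = 0.145, or 0.0226 without DEX replicate 3, but 0.849 with an estimated correlation). The lipid droplet coat protein Plin1 was 2.05-fold lower and G0s2, an inhibitor of adipose triglyceride lipase, 2.03-fold lower (adjusted p = 0.00289 and 0.00591), while Pnpla2, the lipase that G0s2 inhibits, did not pass (log2 fold change 0.15, adjusted p = 0.61). Its signal lay within 0.5 of the highest normalized log2 signal, 14.57, so a rise in it could hardly be measured. Plin1 was the 1 member of 13 lipid droplet proteins that passed (0 higher and 2 lower adjusted over the list alone, 3 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.856). Of 19 genes of fatty acid uptake and lipid transport, 1 was higher and 2 were lower (2 and 2 adjusted over the list alone; camera adjusted p = 0.856). Gpihbp1, which carries lipoprotein lipase to the capillary surface, was not detected on any vehicle array and was at least 3.02-fold higher, and the fatty acid binding protein Fabp5 was 2.59-fold lower (adjusted p = 5.65e-05 and 3.85e-04). Of 19 genes of fatty acid synthesis, 2 were lower and none higher (2 higher and 2 lower adjusted over the list alone, 3 and 3 at an unadjusted p under 0.05; camera adjusted p = 0.788), including the elongase Elovl6, 2.44-fold lower (adjusted p = 0.00813, or 0.0636 when all probes were tested and 7.85e-04 to 0.0636 over the alternatives).

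**Figure D1:**
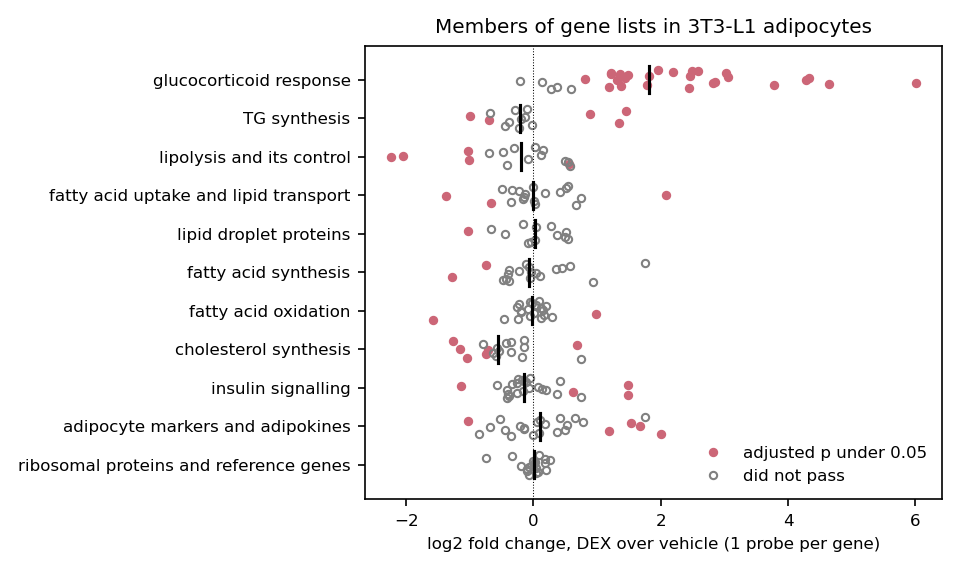
Log2 fold change of DEX over vehicle for each tested member of 11 gene lists, 1 probe per gene (horizontal axis, log2), with 3 arrays per group. Filled points passed an adjusted p under 0.05, open points did not, and black bars are list medians. The members of the glucocorticoid response list lie to the right, with a median of 1.81, and the median of the ribosomal and reference genes is 0.01.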

The genes identified in each category of gene ontology are shown in Dataset S4. Notably, among these 337 genes, *Dusp1* [36], *Insig2* [37], *Lcn2* [38], *Pik3r1* [39], and *Ptgds* [40] have been previously shown to regulate the insulin action in adipocytes. 

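All 5 genes linked to insulin action rose with DEX. Lcn2, which encodes the secreted lipocalin 2, rose from 6.78 ± 1.11 to 11.06 ± 0.37 on the log2 scale (19.4-fold, adjusted p = 4.81e-04 from limma), with 1 vehicle array at 8.06 and the other two at 6.15 and 6.11. Without that array, vehicle replicate 1, the log2 fold change of Lcn2 was 4.92 against 4.28. Dusp1, a phosphatase of MAP kinases, rose from 9.66 ± 0.15 to 11.45 ± 0.14 (3.46-fold, adjusted p = 1.11e-04). Insig2, which retains the SREBP complex in the endoplasmic reticulum, rose 2.54-fold (log2 fold change 1.34, standard error 0.18, adjusted p = 0.00213), and its other two probes also passed, 1 with a log2 fold change of 1.20 and 1, detected on no vehicle array, at least 9.61-fold higher. Pik3r1, the regulatory subunit of phosphatidylinositol 3-kinase, rose 2.8-fold (log2 fold change 1.48, standard error 0.22, adjusted p = 0.00356), and of its other two probes 1 passed (log2 fold change 1.44) and 1, detected on no vehicle array, did not. Ptgds, a prostaglandin D synthase, rose from a low signal of 5.61 ± 0.21 to 7.46 ± 0.34 (3.61-fold, adjusted p = 4.81e-04). Each of these 5 genes passed under every alternative setting tried. The paper took them from genes it had found regulated on these same arrays, so their rise here is not independent evidence.

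**Figure D2:**
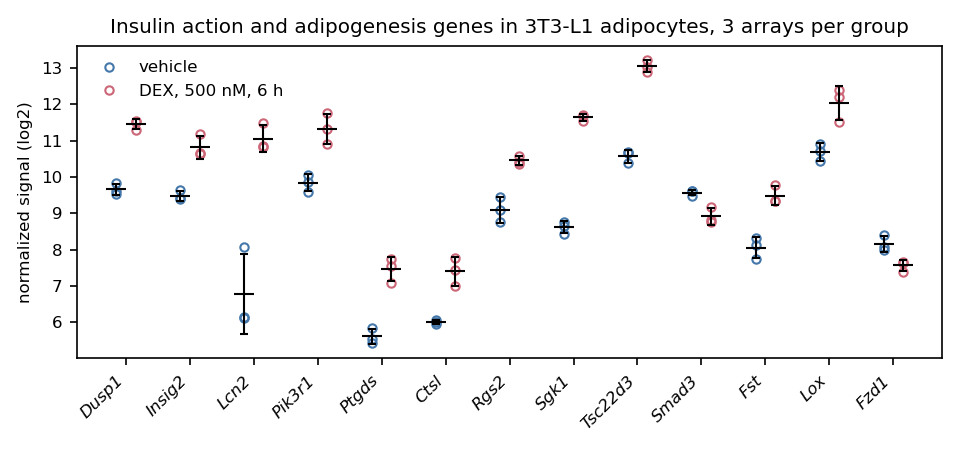
Normalized log2 signal of 13 genes of insulin action, adipogenesis and its signaling pathways in vehicle (blue) and DEX (red), 1 point per array, with the mean and SD of 3 arrays. The DEX arrays of Dusp1, Insig2, Lcn2, Pik3r1 and Ptgds lie above their vehicle arrays, and those of Smad3 and Fzd1 lie below.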

The overexpression of *Dusp1*, *Insig2*, and *Lcn2* has been linked to the development of insulin resistance. Thus, the induction of these three genes by glucocorticoids is consistent with their repressive effect on insulin-stimulated glucose uptake. Conversely, *Ptgds* play a positive role in the regulation of insulin-stimulated glucose uptake. Moreover, several potential GR primary targets are previously shown to be involved in the adipogenesis: *Ctsl* [41], *Dusp1* [42], *Insig2* [43], *Lpin1* [44], *Ptgds* [45], *Rgs2* [46], *Scd2* [47], *Sgk1* [48]. 

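Of 25 tested insulin signaling genes, 3 were higher, 1 was lower and 21 did not pass (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.856). Pik3r1, described above, was among the 3. The transcription factor Foxo1, which insulin inactivates, was 2.81-fold higher (adjusted p = 4.57e-04 from limma), and Pik3cb, a catalytic subunit of phosphatidylinositol 3-kinase, was 2.2-fold lower (adjusted p = 0.00467). The phosphatase Inpp5k was 1.53-fold higher (adjusted p = 0.0293, or 0.103 without vehicle replicate 1, 0.147 without vehicle replicate 2, 0.0777 without vehicle replicate 3, 0.0638 without DEX replicate 1 and 0.0801 without DEX replicate 2, and 0.0064 to 0.147 over the alternatives), and its other two probes did not pass. Of 23 genes of glucose uptake and glycolysis, 3 were higher and 1 was lower (as many adjusted over the list alone; camera adjusted p = 0.323, or 0.032 without vehicle replicate 3, but 0.921 with an estimated correlation). Ppp1r3c, which targets a phosphatase to glycogen, was 2.44-fold higher (adjusted p = 0.00935, or 0.0706 when all probes were tested and 4.77e-04 to 0.0706 over the alternatives), and Txnip, a negative regulator of glucose uptake, 1.63-fold higher (adjusted p = 0.0108, or 0.0762 without vehicle replicate 2 and 0.0519 without vehicle replicate 3, and 3.54e-04 to 0.0762 over the alternatives). The paper sets the induction of Dusp1, Insig2 and Lcn2, whose overexpression it links to insulin resistance, beside the repression of insulin-stimulated glucose uptake by glucocorticoids, and leaves open whether these genes mediate the response. Glucose uptake was not analysed here.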

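Of the adipogenesis genes not yet described, Sgk1, a serine/threonine kinase, rose from 8.61 ± 0.17 to 11.64 ± 0.10 (8.15-fold, adjusted p = 4.58e-06 from limma). Rgs2, a regulator of G protein signaling, rose 2.57-fold (log2 fold change 1.36, standard error 0.19, adjusted p = 0.00235) and both of its probes passed. The lysosomal protease gene Ctsl rose from 6.01 ± 0.06 to 7.40 ± 0.39 (2.62-fold, adjusted p = 0.00262). Most markers of the adipocyte state did not pass the test. Of 25 tested adipocyte markers and adipokines, 4 were higher, 1 was lower and 20 did not pass (7 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.11, or 0.0419 with the replicates as pairs, 0.0363 without vehicle replicate 2 and 0.0395 without DEX replicate 1, but 0.589 with an estimated correlation). Agt, the precursor of angiotensin, was 4-fold higher, Nampt 2.9-fold higher and Cebpd, an early transcription factor of adipogenesis, 2.28-fold higher (adjusted p = 3.60e-05, 5.97e-04 and 0.00794). The adjusted p of Cebpd was 0.054 when all probes were tested and 8.24e-04 to 0.054 over the alternatives. Klf5 was 3.18-fold higher (adjusted p = 0.0288, or 0.115 without vehicle replicate 2, 0.0863 without vehicle replicate 3 and 0.114 without DEX replicate 2, and 3.09e-04 to 0.181 over the alternatives). Adiponectin (Adipoq) had a log2 signal of 14.42 ± 0.03 in vehicle and 14.42 ± 0.01 in DEX (adjusted p = 0.982), within 0.5 of the highest normalized signal, 14.57, so the value does not show that it was stable. Of 21 preadipocyte and fibroblast markers, 1 was lower and none higher (1 and 1 adjusted over the list alone, 3 lower and 4 higher at an unadjusted p under 0.05; camera adjusted p = 0.424). It was the PDGF receptor Pdgfrb, 2.14-fold lower (adjusted p = 0.0188, or 0.0615 without vehicle replicate 1, 0.0884 without vehicle replicate 2 and 0.0618 without DEX replicate 3, and 0.0015 to 0.105 over the alternatives). Dlk1, a preadipocyte marker, had a log2 fold change of -0.10 (adjusted p = 0.792).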

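Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, rose from 10.57 ± 0.17 in vehicle to 13.05 ± 0.17 in DEX (5.61-fold, standard error 0.16 of the log2 fold, adjusted p = 2.44e-05 from limma). Its other two probes also passed, with log2 fold changes of 3.28 and 1.56.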

*Tsc22d3*, however, was found to inhibit the adipocyte differentiation [49]. 

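Genes of the TGF-beta pathway changed in both directions. Fst, which encodes the activin antagonist follistatin, rose from 8.06 ± 0.29 to 9.48 ± 0.26 (2.68-fold, adjusted p = 0.00224 from limma). Lox, the collagen crosslinking enzyme lysyl oxidase, rose 2.54-fold (log2 fold change 1.34, standard error 0.24, adjusted p = 0.0083, or 0.0679 when all probes were tested and 9.84e-04 to 0.0679 over the alternatives). Smad3, a signal transducer of TGF-beta, fell from 9.57 ± 0.07 to 8.91 ± 0.22 (1.58-fold lower, adjusted p = 0.0383), and its other probe did not pass (log2 fold change -0.48). Fzd1, a Wnt receptor, had a log2 fold change of -0.58 (standard error 0.17) and did not pass (adjusted p = 0.0715, or 0.0355 with the replicates as pairs and 0.0135 to 0.205 over the alternatives). The call of Smad3 ended in 7 settings, with an adjusted p of 0.109 without vehicle replicate 1, 0.17 without vehicle replicate 2, 0.0962 without vehicle replicate 3, 0.0784 without DEX replicate 1 and 0.128 without DEX replicate 2, and of 0.00242 to 0.17 over the alternatives. Of 29 tested genes of TGF-beta and BMP signaling, 4 were higher, 7 were lower and 18 did not pass (6 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.967). The receptor Tgfbr2 was 2.38-fold higher and the ligand Tgfb2 2.5-fold lower (adjusted p = 0.00687 and 0.00901, or 0.0519 and 0.0704 when all probes were tested; 6.34e-04 to 0.0519 and 9.74e-04 to 0.0704 over the alternatives). Of 26 Wnt signaling genes, 4 were higher and 4 were lower (4 and 5 adjusted over the list alone; camera adjusted p = 0.702). Porcn, which acylates Wnt ligands, was 2.8-fold higher and the corepressor Tle1 2.9-fold higher (adjusted p = 0.00209 and 0.00235), while beta-catenin (Ctnnb1) had a log2 fold change of 0.13 (adjusted p = 0.676).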

Finally, some potential target genes are the components of the signaling pathways regulating adipogenesis, such as TGFß (*Smad3*, *FST*, and *Lox*) [50] and wnt (*FZD1*) [51].

We performed a combination of Bioprospector [24] and STAMP [25] to search for consensus motifs within GBRs located in or nearby genes that were induced or repressed by glucocorticoids. In Bioprospector, either a width of 14 or 8 was used for the analyses. For glucocorticoid-activated genes, a motif for GRE was highly represented from these analyses (Fig. 2A). The motif for GRE is usually similar to that of ARE (androgen response element). Interestingly, these the analysis suggested that heat shock factor (HSF) could also bind to this similar motif. Furthermore, the rest of the binding motifs other than GRE include FOXP1, STE11, HFH4, FOX, FOXD3, UF1H3beta, BR-C, ZNF219, E4BP4, C/EBP, HNF3alpha (aka FOXA1), CAC-binding, AtMYB-84, GBF, PAX-4, MAZR, KROX, NKX6.1 and PXR (Fig. 2B). For glucocorticoid-repressed genes, binding motifs for GR and AR were still highly representative (Fig. 2C). In addition, HSF, STE11, PPAR, NaNog, MAZ, PAX, BR-C binding sites were significantly present (Fig. 2D). Comparing motifs identified between glucocorticoid-activated and repressed genes, four motifs GR BR-C, PAX and STE11 are present in both groups of genes. However, there are also motifs that are specifically represented in either glucocorticoid-activated or -repressed genes.

**Figure 2:**
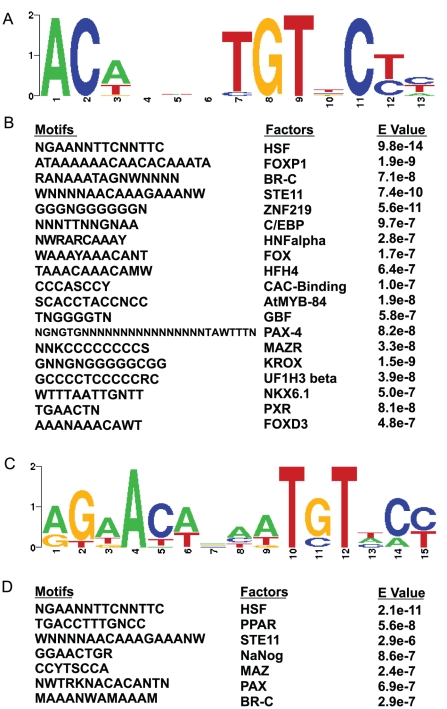
GREs and other *cis*-regulatory motifs are enriched within GBRs. Unbiased motif search for GBRs in or nearby glucocorticoid-activated and –repressed genes. A) Bioprospector analysis identified a motif that is highly similar to a consensus GRE in STAMP for glucocorticoid-induced genes. B) Bioprospector and STAMP identified putative motifs for other transcription factors in GBRs of glucocorticoid-activated genes. Top 15 motifs other than GRE were shown. C) Bioprospector analysis identified a motif that matches a consensus ARE in STAMP in glucocorticoid-repressed genes. Notably, the sequences of this consensus ARE is very similar to those of consensus GRE. D) Bioprospector and STAMP identified putative motifs for other transcription factors in GBRs of glucocorticoid-repressed genes. Top 15 motifs other than ARE/GRE were shown.

### Characterization of Glucocorticoid-regulated Genes Involved in TG Homeostasis

Gene ontology analysis showed that glucocorticoids regulate genes involved in distinct aspects of lipid metabolism (Dataset S4). In this list, several genes regulate TG homeostasis—*Scd-2*, *Vldlr*, *GPAT3* and *Lpin-1* (Dataset S4). 

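Of these genes, Lpin1 rose and Gpat3 fell. The text of the paper names GPAT3, but Dataset S4 lists AGPAT6, an older symbol of Gpat4, and Gpat4 rose. Lpin1, the phosphatidate phosphatase that makes diacylglycerol, went from 9.88 ± 0.26 to 11.34 ± 0.13 (2.75-fold, adjusted p = 7.64e-04 from limma), and both of its probes passed. Gpat3, a glycerol-3-phosphate acyltransferase, went from 10.60 ± 0.16 to 9.61 ± 0.54 (1.99-fold lower, adjusted p = 0.0463), and its other probe had a log2 fold change of -1.04 (adjusted p = 0.0531). Scd2, a stearoyl-CoA desaturase, had a log2 fold change of 0.57 (standard error 0.16) and did not pass (adjusted p = 0.0699, or 0.0368 with the replicates as pairs and 0.0188 to 0.273 over the alternatives). Vldlr, the very low density lipoprotein receptor, had a log2 fold change of 0.54 (standard error 0.16, adjusted p = 0.0851, and 0.0334 to 0.258 over the alternatives), and none of its 5 probes passed. With the authors' lumi values Scd2 and Vldlr both had an adjusted p under 0.05 (0.0353 and 0.0435 from limma). Their folds here were under 1.5 (1.49 and 1.46). The call of Gpat3 ended in 7 settings, with an adjusted p of 0.079 without vehicle replicate 1, 0.166 without vehicle replicate 2, 0.141 without vehicle replicate 3, 0.0531 without DEX replicate 1 and 0.108 without DEX replicate 2, and of 0.00308 to 0.193 over the alternatives. Of 14 tested genes of TG synthesis, 3 (Agpat4, Gpat4 and Lpin1) were higher and 2 (Dgat1 and Gpat3) were lower (3 and 3 adjusted over the list alone; camera adjusted p = 0.856). Dgat1 was picked out after its value was seen. Dgat2, which catalyzes the last step, had a log2 fold change of -0.19 (adjusted p = 0.746), and Gpd1, which makes glycerol 3-phosphate, a value of -0.68 (adjusted p = 0.0601, or 0.013 with the replicates as pairs and 0.0116 to 0.252 over the alternatives).

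**Figure D3:**
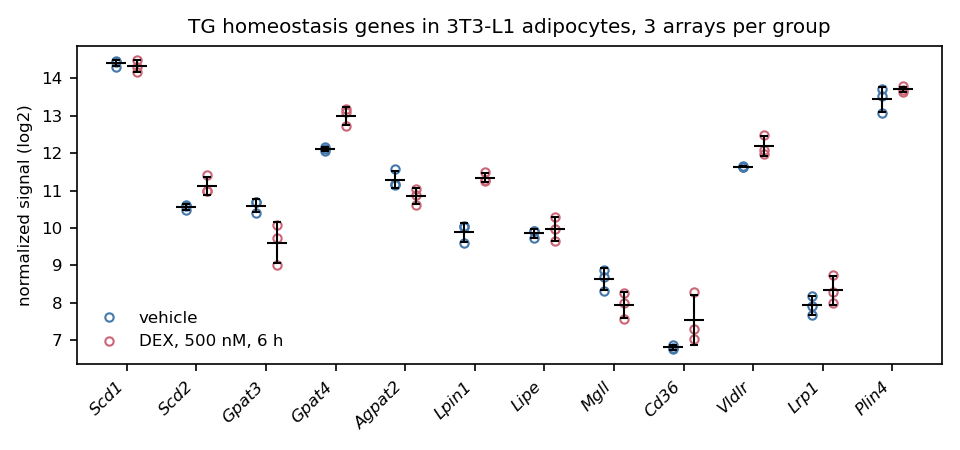
Normalized log2 signal of 12 genes of TG homeostasis in vehicle (blue) and DEX (red), 1 point per array, with the mean and SD of 3 arrays. The DEX arrays of Lpin1, Gpat4, Scd2, Vldlr and Cd36 lie above their vehicle arrays and those of Gpat3, Agpat2 and Mgll below. The groups of Scd1, Lipe, Lrp1 and Plin4 overlap. Of the genes whose groups are apart, only Lpin1, Gpat4 and Gpat3 passed an adjusted p under 0.05.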

*Cd36* has also been shown to play a role in fatty acid transport. Furthermore, ChIPseq identified several other genes involved in TG homeostasis, even though they were not regulated by 6-hour-DEX treatment in 3T3-L1 adipocytes. These genes include those involved in TG synthesis (*Scd-1*, *Scd-3*, *GPAT4*, *Agpat2*), lipolysis (*Lipe and Mgll*), lipid transport (*Lrp-1*, *Slc27a2*), and lipid storage (*S3-12*). It is possible that some of these genes are regulated at DEX-treatment-time points other than 6-hours. 

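By the representative probe, Gpat4 was the 1 of these 9 genes that passed. The paper's text counts it as not regulated at 6 hours, but Dataset S4 lists it under its older symbol AGPAT6. This acyltransferase of glycerolipid synthesis rose from 12.11 ± 0.05 to 13.00 ± 0.24 (1.86-fold, adjusted p = 0.00926 from limma), while its other probe, detected on no vehicle array, was at least 1.04-fold higher and did not pass (adjusted p = 0.459). Scd1, the main desaturase of adipocytes, had a signal of 14.40 ± 0.08 in vehicle and 14.33 ± 0.16 in DEX (adjusted p = 0.825), within 0.5 of the highest normalized signal, 14.57, so a rise in it could hardly be measured. Agpat2 had a log2 fold change of -0.45 (adjusted p = 0.182, or 0.0478 with median scaling and 0.0478 to 0.564 over the alternatives) and Mgll, the monoglyceride lipase, of -0.70 (adjusted p = 0.0942, or 0.0184 with the replicates as pairs and 0.00907 to 0.338 over the alternatives). The other, dimmer probe of Mgll passed, 1.83-fold lower (adjusted p = 0.0442), so Mgll is among the repressed genes counted by any probe. The values of Lrp1, a lipoprotein receptor, and Plin4 (S3-12), a lipid droplet coat protein, were 0.41 and 0.27 (adjusted p = 0.333 and 0.457). Scd3 and Slc27a2 were not detected on any of the 6 arrays and were not tested, so a change in them was not detectable at this signal. Of the 14 TG homeostasis genes of Table 2, 12 were tested, of which 2 were higher, 1 was lower and 9 did not pass (5 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.11, or 0.0395 without DEX replicate 1, but 0.849 with an estimated correlation). The study chose these genes, so the counts are not independent evidence of their direction. Cd36, the fatty acid translocase, was among those that did not pass (log2 fold change 0.74, standard error 0.28, adjusted p = 0.17, or 0.0498 without DEX replicate 1, and 0.0498 to 0.449 over the alternatives).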

Alternatively, some of these genes may only be regulated in vivo, a condition that cannot be recapitulated by in vitro cell culture model, even though the GR binding phenotype is conserved in 3T3-L1 adipocytes. Overall, there are 14 genes involved in TG homeostasis in the gene list from ChIPseq, and we decided to further the studies in vivo, to determine whether these genes are regulated by glucocorticoids. The rationale in vivo studies is to allow us to monitor the in vivo metabolic effects of glucocorticoids in conjunction with gene expression analysis. Mice were treated with either 5 mg/kg DEX or equal volume of PBS for 4 days. The expressions of all 14 genes were significantly induced by DEX treatment in inguinal fat except for *Scd-3* (Table 2). In contrast, the effects of DEX on these genes in epididymal fat depot were minimal (data not shown).

**Table 2:** The Regulation of Genes Involved in TG Homeostasis by DEX.

		Fold Induction	SEM	P Value
TG Synthesis	*Scd1*	1.43	0.3	0.05
	*Scd2*	2.46	0.48	0.007
	*Scd3*	1.43	0.27	0.14
	*Gpat3*	1.98	0.20	0.001
	*Gpat4*	1.48	0.28	0.01
	*Agpat2*	1.77	0.22	0.003
	*Lipin1*	1.82	0.2	0.001
Lipolysis	*Lipe*	1.9	0.24	0.001
	*Mgll*	4.0	0.83	0.001
Lipid Transport	*Cd36*	1.68	0.17	0.006
	*Lrp1*	2.32	0.35	0.001
	*Vldlr*	2.07	0.37	0.02
	*Slc27a2*	3.17	1.27	0.01
Lipid Storage	*S3-12*	4.15	0.7	0.006

The fold induction of gene expression by DEX treatment (DEX/PBS) was the average of 10–12 mice used in each group.

The key criterion for a primary target gene is that its transcription is directly regulated by GR. Thus, its GBR(s) should contain functional GRE(s) that can mediate glucocorticoid response. To test whether GBRs from genes involved in TG homeostasis can confer hormonal response, each GBR was inserted in front of a TATA box of a heterologous reporter plasmid that drives a firefly luciferase gene (pGL4.10-TATA). Most of these genes contain or locate nearby multiple GBRs (Dataset S1). We subcloned each individual GB into the PGL4.10-TATA. The entire collection of reporter plasmids used in this report is listed in Table S1. These reporter plasmids were transfected into 3T3-L1 preadipocytes. 16–24 hours after transfection, cells were treated with either DEX or ethanol. After 24-hour-treatment with the hormone or ethanol, cells were lysed and luciferase activities were measured. We found that except for *Agpat2*, all other genes had at least one GBR that conferred hormonal response (Fig. 3). Overall, these results suggested that 12 of these 13 displayed genes were potential GR primary target genes.

**Figure 3:**
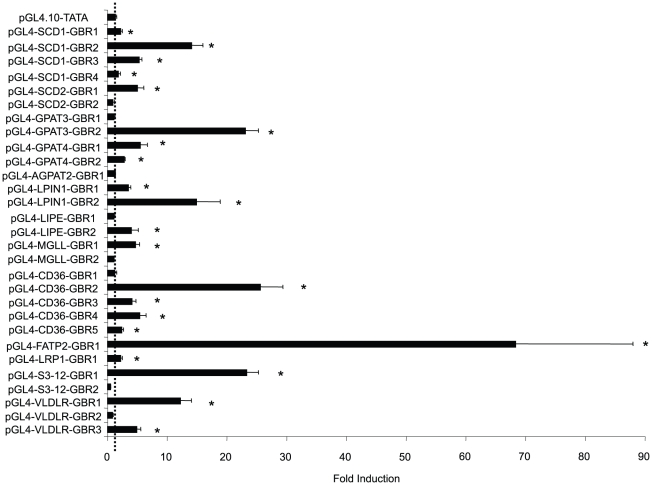
Glucocorticoid responsiveness of GBRs. Reporter plasmids that harbor distinct GBRs were co-transfected with pcDNA3-hGR (150 ng) and pRL (100 ng) into 3T3-L1 preadipocytes in a 24-well plate (*n* = 6 per group). pRL plasmid provided *Renilla* luciferase expression to document transfection efficiency. Transfected cells were left overnight, then washed with PBS and treated with 0.5 µM DEX for an additional 16–20 hrs. Cells were then lysed and assayed for firefly and *Renilla* luciferase activities. Data shows fold-induction of luciferase activity (DEX/ethanol treated samples) from at least 6 experiments (*, p<0.05). The error bars represent the S. E. for the fold induction. The dashed-line represents one fold.

### Glucocorticoids activated both TG synthesis and lipolysis in mouse inguinal fat pad

Our data showed that in the inguinal fat depot, 4-day DEX treatment concomitantly induced the expression of primary target genes encoding enzymes in TG biosynthesis and lipolysis, two opposing metabolic pathways. We therefore investigated whether DEX treatment affected both pathways in vivo. Stable isotope (heavy water) labeling technique was employed to label any newly synthesized TG-glycerol in the mice. The rate of TG synthesis can then be measured based on the percentage of deuterium incorporated into the TG-glycerol molecule. We found that TG synthesis rate in inguinal fat pad of DEX-treated animals was significantly higher than that of PBS-treated animals (Fig. 4A).

**Figure 4:**
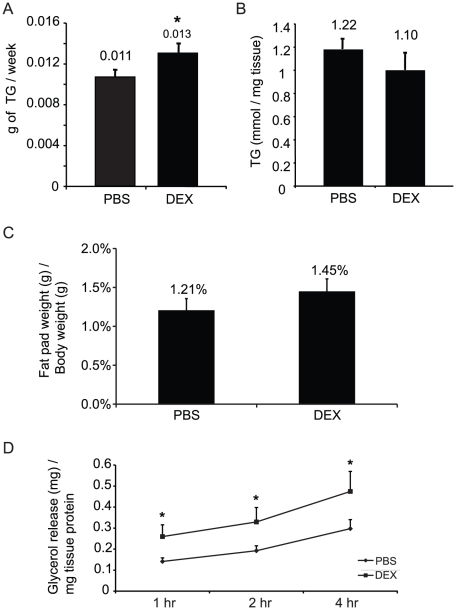
The glucocorticoid effect on TG metabolism. A). The effect of DEX on inguinal fat TG synthesis rate. The error bars represent the S. E. for the rate of TG synthesis (g of TG/week), with * representing a p value<0.05. B) Inguinal fat TG content measured by TLC from the same mice as in A). The error bars represent the S. E. for the TG concentration. C) Inguinal fat pad weight after the treatment of PBS or DEX for 4 days. The error bars represent the S. E. for the weight of inguinal fat pad. The p value for this experiment is 0.09. D) The effect of DEX on inguinal fat pad lipolysi. The error bars represent the S. E. for the glycerol release (mg) per mg tissue protein with the * representing a p value<0.05. 10–12 animals are used in all four experiments.

If glucocorticoids only increased the rate of TG synthesis, it would result in an elevated accumulation of TG levels in the inguinal fat pad. At the same time, if glucocorticoids also activated lipolytic pathways, the newly synthesized TG would be degraded instead of accumulated in adipose tissue. We proceeded to measure the TG levels in inguinal fat pad after 4-day-DEX or PBS treatment. Our results show that the TG levels were not significantly different between DEX- or PBS-treated animals (Fig. 4B). Furthermore, the weight of inguinal fat pad was not significantly different between DEX- and PBS-treated animals (Fig. 4C). Thus, these results indicated that 4-day-DEX treatment also activated lipolysis in inguinal fat pad. T further confirm that DEX induced lipolysis in inguinal fat, mice were treated with DEX for 4 days. At the end of treatment, inguinal fat pads were isolated and incubated in Krebs-Ringer Buffer. We then measured the glycerol levels in the buffer after 1, 2 and 4 hours. We found that the levels of glycerol released from DEX-treated inguinal fat pads were significantly higher than those of PBS-treated inguinal fat pads (Fig. 4D). Thus, these data demonstrated that DEX treatment for 4 days enhances lipolysis in inguinal fat depots. Overall, these in vivo results were in agreement with the fact that 4-day-DEX treatment induced genes encoding enzymes in both TG biosynthetic and lipolytic pathways.

### Increased expression of specific glucocorticoid-regulated genes in inguinal fat of mice overexpressing corticotropin-releasing hormone (CRH)

We next investigated whether the expression of these 12 glucocorticoid-regulated TG homeostasis-related genes was elevated in inguinal fat of mice overexpressing CRH (CRH-Tg) [23] CRH overexpression causes an increase of adrenocorticotropic hormone (ACTH) secretion from pituitary, which in turn elevates the secretion of corticosterone from adrenal gland. These mice, thus, have chronic high levels of corticosterone, which resemble human patients with Cushing's syndrome. Interestingly, the inguinal fat of these mice was found to have increased rates of both TG synthesis and lipolysis concomitantly (DJ Roohk and C Harris, personal communication). This phenotype is similar to mice injected with DEX for 4 days in our studies. We found that the expression of 9 of these 12 genes were significantly higher in the inguinal fat of CRH-Tg than in wild type mice (Fig. 5). These genes include those involved in both TG biosynthetic (*GPAT3*, *GPAT4* and *Lpin1*) and lipolytic (*Lipe* and *Mgll*) pathways. These results suggested that most of the potential GR primary targets identified in this study were involved in the regulation of TG metabolism in the adipose tissue upon chronic glucocorticoid treatment.

**Figure 5:**
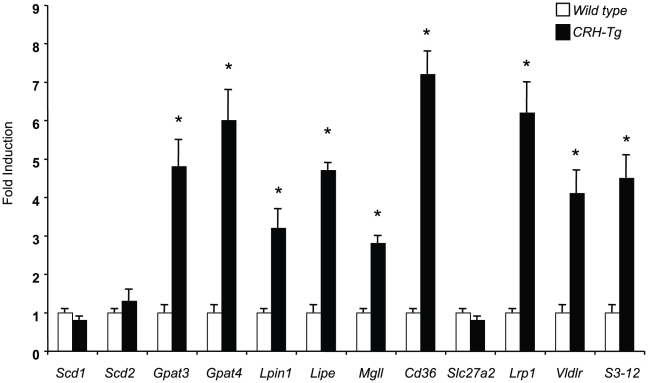
Comparing the expression of glucocorticoid-regulated genes in inguinal fat of CRH-Tg and wild type mice. Total RNA of inguinal fat of wild type and CRH-Tg mice were isolated and converted to cDNA. Real-time PCR was then performed to monitor the expression of genes indicated. Data shows fold-induction of gene expression (CRH-Tg/wild type) from 6–8 mice (*, p<0.05). The error bar represents the S.E. of the fold induction.

## Discussion

In this report, we provide three major findings. First, we present a list of GR primary target genes in adipocytes. Glucocorticoids have been shown to modulate the expression of certain genes in adipocytes previously, but it is unclear whether these genes are directl regulated by GR. Examples include *Scd-1* [52], *Vldlr* [53] and *Lipe* [54]. Here, we show that they are directly regulated by GR. These results and other novel GR primary genes identified from this study shine new light in the mechanisms of GR-regulated biological pathways in adipocytes. Second, we have identified genome-wide GBRs, which allows further elucidation and comparison of the mechanisms of GR-regulated transcription on distinct target genes in adipocytes. Finally, we show that, in adipose tissue, glucocorticoids are capable of increasing the rate of TG synthesis and lipolysis concurrently. We also identify the potential GR primary target genes involving in this process.

In our ChIPseq experiments in 3T3-L1 adipocytes, 8,848 GR binding sites are identified from the mouse genome. A similar range of number of binding sites were isolated using ChIPseq in other laboratories. Reddy et. al. identified 4,392 GR binding sites in human lung adenocarcinoma cells, A549 [33]. In human breast cancer cells, MCF7, 10,205 estrogen receptor binding sites were identified [32]. Furthermore, more than 5,000 peroxisome proliferator activated receptor gamma binding sites were isolated in murine 3T3-L1 cells [34] [55]. Steger et. al. recently identified 4,007 GR binding sites in 3T3-L1 preadipocytes [56]. Similar to our findings, these reports also showed that ∼10% of binding sites are located within 5 kb from the TSS. Conversely, significant numbers of binding sites are located in regions far distant from the TSS or introns. It is important to note that many of these intronic and long-range GR binding sites did mediate glucocorticoid response when placed in front of a TATA box in a heterologous reporter plasmid in our experiments. These results strongly suggest that they are functional GREs. Notably, GBRs located far away from the TSS are capable of interacting with basal transcription machinery [57]. Nonetheless, the configurations of these synthetic reporter constructs are not identical to their chromosomal context. Ultimately, disruption of an enhancer in the context of whole genome is needed to test its importance for the regulation of a given gene *in vivo*. Therefore, to study the transcriptional regulatory mechanisms of these binding sites in the natural chromosomal context will be a critical challenge for understanding GR action.

Among genes identified by ChIPseq, 337 genes found are significantly regulated by DEX in a microarray experiment. Notably, the analysis of gene expression using microarray could miss specific splicing variants of certain genes; it is likely that more genes are regulated by glucocorticoids in this ChIPseq list. Some of these genes have been previously shown to participate in the regulation of insulin signaling and adipogenesis. However, whether these sets of target genes can mediate the glucocorticoid response will require further study. From our gene ontology analysis, genes involved in angiogenesis and blood vessel development are significantly represented. As angiogenesis plays a role in the expansion of adipose tissues, it would be interesting to investigate whether glucocorticoids affect this process in vivo in future experiments. It is important to note that the biological functions of many of these 337 genes in adipocytes have not been studied. The identification of their biological functions provides new insights for glucocorticoid biology in adipocytes.

Consensus motif analyses suggest that predicated GRE sequences are located in or nearby most glucocorticoid-activated genes. Interestingly, the predicated GRE motif is also highly represented in GBRs of glucocorticoid-repressed genes. Whether these predicated GRE motifs mediate the repressive effect of GR will be an important topic in our future studies. GR frequently represses the transcription through tethering GREs, at which GR does not bind to DNA directly; instead it is recruited to GREs through interaction with other transcription factors. Two most common tethering GREs are NFκB and AP-1 response elements [58]. However, in our bioinformatics analyses, these two binding motifs are not among the most representative sequences in GBRs of glucocorticoid-repressed genes. Instead, the motifs identified have not been linked to the repressive effect of GR (Fig. 2D). C/EBP and HNF3alpha, two families of transcription factors whose binding motifs are highly represented in GBRs of glucocorticoid-activated genes, were previously shown to act with GR to participate in glucocorticoid-activate gene transcription [59], [60], [61], [62]. The HNF3alpha binding motif is similar to those of the FOX family transcription factors. HNF3alpha and FOX are also represented in GBRs of glucocorticoid-induced genes. Notably, the interaction between GR and other transcription factor binding motifs identified in GBRs of glucocorticoid-activated genes has not been reported. Overall, these analyses identify potential novel interactions between GR and other transcription factors in adipocytes. We shall further investigate the biological relevance of these possible interactions in future experiments.

Glucocorticoids appear to regulate distinct aspects of lipid metabolism (Dataset S4). In this report, we focus on their effects on TG homeostasis. We are the first to show that *Scd-1*, *2*, *GPAT3*, *GPAT4* (TG synthesis), *Lipe*, *Mgll* (lipolysis), *Cd36*, *Vldlr*, *Lrp-1*, *Slc27a2* (lipid transport), *S3-12* (lipid storage) are likely directly regulated by GR based on the fact that their expressions are regulated by glucocorticoids and they have functional GBRs. Although *Scd-1* [52], *Vldlr* [53] and *Lipe* [54] have previously been shown to be regulated by glucocorticoids in 3T3-L1 cells or primary adipocytes, the location of their GREs were not reported until now. Involved in TG synthesis, *Lpin1* was previously shown as a GR primary target. The GRE identified is located between −311 and −297 of *Lpin1* promoter (relative to TSS, whose chromosomal location is chr12: 16615250 based on mm8 assembly or chr12: 16597172 based on mm9 assembly) [63]. In our ChIPseq experiment, we identified a GBR that is approximately 200–400 bp away from this GRE (Dataset S1, row 1474). It is possible that this GBR is from the recruitment of GR to previously identified GRE. In addition, we found two GBRs that are located ∼1 kb apart between −26,920 and −27,250 (LPIN1-GBR1) and −27,980 and −29,022 (LPIN1-GBR2) of the *Lpin1* gene. Both GBRs identified in our studies were highly responsive to DEX in reporter assays, especially LPIN1-GBR2 (Fig. 3). Thus, it is possible that *Lpin1* is regulated by multiple GREs. Notably, several genes in this list are found regulated by glucocorticoids in vivo but not in 3T3-L1 adipocytes. 

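Lipe, which encodes hormone-sensitive lipase, had a log2 signal of 9.85 ± 0.11 in vehicle and 9.96 ± 0.32 in DEX after 6 hours in 3T3-L1 adipocytes (log2 fold change 0.11, standard error 0.18, adjusted p = 0.791 from limma). Its other probe had a log2 fold change of 0.37 (adjusted p = 0.291). The gene passed under no alternative setting tried, with adjusted p-values from 0.291 to 0.937.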

In fact, *Lipe* was found induced by glucocorticoids in rat primary adipocytes, but its expression was not activated by glucocorticoids in our experiments. There are several possible explanations for these observations. It is possible that the regulation of these genes by glucocorticoids require specific transcriptional factors or cofactors that are expressed at low levels in 3T3-L1 cells. Another possibility is that the regulation of these genes by glucocorticoids may require the assistance of other signals, which are not active in 3T3-L1 adipocytes. We are currently investigating the regulation of these genes in primary adipocytes to further understand how glucocorticoids regulate these genes.

Interestingly, two 1-acylglycerol-3-phosphate O-acyltransferases (*Agpats*) contain GBRs in their genomic regions: *Agpat3* [64] and *Agpat4* [65] (Dataset S1). We find that the expression of *Agpat3* and *4* is not affected by 4-day DEX treatment in inguinal fat (data not shown). However, *Agpat4* expression is induced in 6-hour-DEX treatment in 3T3-L1 adipocytes and 24-hour-DEX treatment in mice, and *Agpat3* expression is elevated in inguinal fat of CRH-Tg mice (data not shown). 

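In the 3T3-L1 arrays, Agpat4, an acyltransferase of the lysophosphatidate family, rose from 7.23 ± 0.15 in vehicle to 8.57 ± 0.37 in DEX (2.54-fold, log2 fold change 1.34, standard error 0.20, adjusted p = 0.00329 from limma).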

Interestingly, the GBRs of *Agpat4* are able to mediate glucocorticoid response when inserted into a reporter plasmid (data not shown). Thus, *Agpat4* is a potential GR primary target. Our ChIPseq also located a GBR in the *Angptl4* gene (Dataset S1), which is involved in adipose tissue lipolysis [66]. This GBR is located downstream of the stop codon of mouse *Angptl4* gene, in a similar location to the GRE we previously identified in rat *Angptl4* gene [67]. As we previously presented, *Angptl4* gene is not regulated by glucocorticoids in 3T3-L1 adipocytes, but its expression is induced by DEX treatment in epididymal fat pad [67]. Overall, the identification of these novel GBRs in these genes involved in TG homeostasis should facilitate future studies on how glucocorticoids regulate their transcription and TG metabolism.

Notably, genes involved in lipid metabolism were not enriched in GBRs identified in 3T3-L1 preadipocytes. We compared GBRs identified in our studies and 3T3-L1 preadipocytes [56], and found that 1,804 binding sites are common (Dataset S4). In 337 of the glucocorticoid responsive gene identified in 3T3-L1 adipocytes, 153 genes have GBRs in this list of 1,804 overlapping binding sites (Dataset S5). When we compared the list of 29 genes involved in lipid metabolism in adipocytes with these 153 genes, we found 11 genes were overlapped (Dataset S5). Among 12 glucocorticoid responsive genes involved in TG homeostasis, the GBRs for *Gpat3*, *S3-12*, *Mgll*, *Lipe*, *Lrp1*, and *Slc27a2* were not found in 3T3-L1 preadipocytes ChIPseq. As the biological role of glucocorticoids somewhat differs in preadipocytes and adipocytes (differentiation vs. metabolism), it is not a surprise that GR regulates distinct sets of genes in these two cell types. More detailed analyses of transcriptional regulatory mechanism of each of these genes will be required to learn the mechanism governing this differential regulation. Interestingly, a recent study showed the distinct genome-wide chromatin marks between preadipocytes and adipocytes [68]. This may affect the recruitment of GR to certain GBRs in genome.

Applying stable isotope labeling technique, we find that the rate of TG synthesis in the inguinal fat pad of 4-day DEX-treated animals is higher than that of PBS-treated animals. However, the levels of TG in inguinal fat pad are not significantly different between DEX- and PBS-treated animals. This indicates the activation of lipolysis, which is in agreement with the fact that DEX treatment for 4 days activates the genes encoding enzymes of both TG synthesis and lipolysis. Although previous studies have independently shown that glucocorticoids either stimulate lipolysis or TG synthesis (19), our results are first to show that glucocorticoids activate both pathways in the same fat depot. Thus, glucocorticoids appear to cause futile cycling in inguinal fat, in which TG was continuously synthesized and degraded in our experimental condition. These newly generated fatty acids could have three routes. First, fatty acids can be re-incorporated into TG in adipocytes. Second, these fatty acids could re-distribute to liver and skeletal muscle, where they were re-synthesized to TG. We have previously observed the increased TG levels in liver upon 4-day DEX treatment [67], and an increase level of TG in skeletal muscle has been previously reported [69]. Finally, fatty acids could also be oxidized. It is unclear why glucocorticoids induce this type of futile cycling in the adipose tissue. It is possible that during the stress condition, glucose needs to be preserved, and the role of glucocorticoids in adipose tissue is to provide fatty acids to plasma, so other tissues can use them as energy sources.

Importantly, the expression of most GR responsive genes identified in this study is also increased in CRH-Tg mice with a chronic elevation of plasma corticosterone levels. The lipid phenotypes of these mice are somewhat similar to the mice treated with DEX for 4 days in our study (Donald J. Rhook and Charlie Harris, personal communication), as the rates of TG synthesis and lipolysis are induced at the same time in the inguinal fats of both types of mice. These results suggest that most genes identified from this study also participate in the long-term glucocorticoid effect on TG metabolism. In human, chronic glucocorticoid treatment causes lipid re-distribution between distinct fat depots, it is possible that longer treatment of glucocorticoids leads to distinct local environments at different fat depots, at which specific hormonal and/or autocrine/paracrine factors act together with glucocorticoids to differentially regulate the TG biosynthetic or lipolytic primary target genes identified in this report. Future studies should investigate this model.

## Supporting Information

Dataset S1 **GBRs identified from ChIPseq.** GBRs were identified using MACS as described in Methods. The distribution of GR-binding sites, relative to nearest genes, was determined with PinkThing (http://pinkthing.cmbi.ru.nl). All sequences associated with the peaks were obtained from the *Mus musculus* NCBI m37 genome assembly (mm9; July 2007).
(XLS)

Dataset S2 **Genes regulated by DEX in 3T3-L1 adipocytes.** Microarray was performed as described in Methods. Genes that are induced or repressed by DEX treatment for more than 1.5 fold with p value<0.05 are listed.

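Each of the dataset's rows is a probe, given as the ratio of DEX over vehicle and a p-value adjusted over all probes of the array. Limma run on the authors' lumi signals without a detection filter, over 45281 probes, gave log2 ratios within 0.0024 of the listed ones and adjusted p-values between 0.982 and 1.02 times those listed. Genes read by several probes appear in several rows. Ratios under 1 stand for repressed genes. An adjustment over all probes of the array counts those not detected above background as well.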

(XLS)

Dataset S3 **GR-regulated Genes containing or locating nearby GBRs in 3T3-L1 adipocytes.** The overlapping genes identified in both ChIPseq (Dataset S1) and microarray (Dataset S2) were isolated by a web-based bioinformatic tool, Venn Diagram Generator (http://www.pangloss.com/seidel/Protocols/venn.cgi). DEX-activated or repressed genes are shown separately.
(XLS)

Dataset S4 **Gene Ontology Analysis of Glucocorticoid Responsive Genes.** Glucocorticoid responsive genes analyzed using gene ontology software (described in Methods). The genes identified in top categories of the functional annotation chart are shown.
(XLS)

Dataset S5 **Overlapping GBRs identified in 3T3L1 adipocytes and preadipocytes.** The overlapping 1,804 GR binding regions in 3T3-L1 preadipocytes (56) and adipocytes (this report) were shown. Furthermore, genes that locate nearest to these 1,804 GR-binding regions are shown.
(XLS)

Table S1 **Reporter Assays of GBRs.**
(XLS)

Table S2 **Primers used for cloning GBRs into pGL4.10E4TATA reporter plasmids.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

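Total RNA of 3T3-L1 adipocytes treated for 6 hours with vehicle or with 500 nM DEX, 3 arrays per group, was measured on MouseWG-6 BeadChip arrays. The authors deposited mean bead signals as an intensity per probe and array, on the linear scale, neither background-corrected nor normalized between arrays. With each signal the authors deposited a detection p-value of the probe against the array's negative control beads. A second set of deposited intensity values came from the authors' lumi pre-processing. Its 6 columns hold the same sorted values within rounding, so the authors had quantile-normalized them, and their lowest value was 60.2 on the linear scale. The amount of background removed and the lumi options are not given in the sources used here.

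From the bead signals, the background was corrected with the normexp model from the detection p-values (offset 16), followed by quantile normalization and log2 in limma 3.58.1 (R 4.3.3). Probes with a detection p under 0.05 on at least 3 of the 6 arrays were tested, 16317 of 45281 (36.0%), which stand for 9143 named genes. Differences were tested with limma's moderated test (two-sided) and p-values adjusted with the Benjamini and Hochberg procedure over the tested probes. A probe or gene was counted as induced or repressed at an adjusted p under 0.05 and a change over 1.5 fold. Named genes and list members were judged by the adjusted p alone, unless a fold threshold is named. The offset compresses the folds of dim probes, and quantile normalization assumes that most signals have the same distribution on all arrays. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

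Of the probes, 34885 carry 1 gene symbol, 18 carry several and 10378 carry none in the annotation used here. Of the symbols, those of 34818 probes were found in a gene table of the mouse assembly GRCm38.p6, and 10 were updated, which left 19053 symbols. No coordinates are given, since the arrays carry none and the ChIPseq regions of the paper are on another assembly. Of the tested probes, 2322 have no single symbol, and 92 of them passed as higher and 45 as lower.

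For genes with no detected vehicle array, the fold is a lower bound against the lowest log2 signal among detected probes of each array (4.97 to 5.05). Where part of a group's arrays detected a gene, the fold is the measured one, with the number of those arrays. At the other end, 60 tested probes, those of 9 named genes among them, had a mean within 0.5 of the highest normalized log2 signal, 14.57, where a rise can hardly be measured. List members are counted by the representative probe, that with the highest mean. The genes named were chosen by a rule: the 10 largest rises and the 10 largest falls among genes past both thresholds whose groups did not overlap, leaving out clone and predicted names; each gene the paper names for expression in 3T3-L1 adipocytes; and from each gene list up to 4 members past the threshold with the largest change and up to 2 that did not pass with the highest signal. The gene lists, this rule and the alternatives were set before the data were examined, but after Dataset S2 with its values had been read, and the eosinophil and lipolysis lists hold genes seen there.

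The 27 gene lists were tested with camera on 1 probe per gene, with a preset correlation of 0.01 and adjustment over the lists. Of these, 5 passed, and 1, the glucocorticoid response list, held with an estimated correlation. The median, mean and test differed in sign for the lists of fatty acid uptake, lipid droplet proteins, fatty acid oxidation, glucose uptake, insulin signaling, angiogenic factors, inflammatory genes, TGF-beta signaling and ribosomal genes, none of which passed.

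Neither the paper's text nor the labels say that replicates of the same number belong together. In the data, deviations from the group mean correlated at 0.44, 0.30 and 0.25 between vehicle and DEX arrays of the same number, and at -0.37 to 0.10 between arrays of different numbers. The numbers were therefore also used as pairs, as an alternative.

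The test was checked on simulated data with the means and spreads of the 16317 probes and 200 changed probes, 50 at each size. At 1.5, 2, 3 and 4 fold, 4%, 62%, 84% and 92% of the changed probes were recovered by the adjusted p alone. Most simulated changes of 1.5 fold were therefore missed. In the data 693 probes were higher and 416 lower at an adjusted p under 0.05, more than were changed in the simulation. The adjustment is stricter where fewer probes change, so recovery in the data may be higher than simulated. The simulation and the test leave out the pairs of replicates, and the recovery with pairs was not simulated. Of the probes called, 6.20% were false, and no call had the wrong sign. A list of 25 genes shifted by 0.5 on the log2 scale was found, and 3% of 200 lists without a shift had a p under 0.05, but the simulated probes are not correlated, so this does not check the list test on genes that vary together. In the other splits of the 6 arrays, 1 to 8 lists passed. Those splits mix vehicle and DEX arrays and keep part of the DEX difference, so this is not a chance level. The alternatives were other background corrections, scalings, detection filters, variance models, fold thresholds, probe rules and list tests, the authors' lumi values and leaving out each array in turn. A block for the slide was not run, since the files name no slide.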

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

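The tests of explanations for the ribonucleases were chosen after the result was seen. All genes and lists here lie outside those that the paper discusses in its text.

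Ear3 rose with a log2 fold change of 4.97, and the list of eosinophil-associated ribonucleases and granule genes, drawn up with Dataset S2 in view, was higher (camera adjusted p = 0.0138, but adjusted p = 0.336 with an estimated correlation, and 0.148 without the detection filter). It rests on 2 tested members, Ear3 and Il5ra, which 2 of 3 vehicle arrays detected (log2 fold change 0.28, adjusted p = 0.396). RNA of leukocytes or eosinophils in the cultures is a possible explanation, but of 15 macrophage and leukocyte markers on the array 0 were detected on all 3 DEX arrays, which argues against it. On at least 1 array, 4 of them were detected in DEX (Cd14 and Ctss on 2 of these arrays) and 5 in vehicle. Of the 12 eosinophil genes on the array, Ear3 and Il5ra were detected on all 3 DEX arrays, Ear10 on 2 and Rnase2a on 1. The ribonucleases Rnase2b, Ear6 and Ear14 were detected on no array, nor were Epx, Prg2, Prg3, Siglecf and Ccr3. The pre-processing of the bead signals is argued against too, as the log2 fold change of Ear3 was at least 4.39 (highest 5.05) over 5 pre-processing settings. Whether several ribonuclease genes rose, or 1 transcript was read by probes of near-identical genes, cannot be told apart, since the 8 ribonuclease probes that passed lie between 3.71 and 5.37 (a range of 1.66) and 5 of them have no single name.

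Genes of the circadian clock were higher as a list (camera adjusted p = 0.00753, but adjusted p = 0.494 with an estimated correlation). Of 13 tested members, Per1, Per2 and Rora were higher and none was lower at an adjusted p under 0.05 from limma (5 higher adjusted over the list alone, 6 higher and 1 lower at an unadjusted p under 0.05). The period genes Per1 and Per2, which repress the clock's activators, rose 5.53-fold and 3.51-fold. Both also belong to the glucocorticoid response list, so the rise of the clock list is not separate from it. The nuclear receptor gene Rora rose 2.45-fold (adjusted p = 0.0063, or 0.051 when all probes were tested and 4.36e-04 to 0.051 over the alternatives), and Dbp had a log2 fold change of -0.90 (adjusted p = 0.175, or 0.0127 with the replicates as pairs and 0.0127 to 0.478 over the alternatives).

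Of the largest rises, the log2 fold change was 6.69 for Cpm, 6.01 for Fkbp5, 4.34 for Mt2, 4.32 for Ifi207, 3.78 for Errfi1 and 3.68 for Mertk. Cpm was detected on 1 and Mertk on 2 of 3 vehicle arrays, so the fold of Cpm is set against background. Map7d2 was at least 25.1-fold and Fam107a at least 18.0-fold higher.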

How the results depend on the processing

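No named gene or gene list that passed changed direction. The balance of calls did, from 58.7% of called genes higher to 42.7% with median scaling, which gave 375 higher and 503 lower. By the representative probe, of 147 named genes tested, 90 passed an adjusted p under 0.05, 55 of them under every alternative, and 57 did not pass, 44 of them under none. Testing all probes without the detection filter ended 28 calls of named genes, the most of any alternative. Taking the replicates as pairs added 8 named genes (Scd2, Mgll, Fzd1, Bcl6, Gpd1, Fdps, Flt1 and Dbp) and ended none, and beyond the counts and lists given here it changed no other call. Probes near background limit the folds. In the simulation, which leaves out the pairs and changes fewer probes than passed here, most changes of 1.5 fold were missed.

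The numbers of genes higher were 585 with the replicates as pairs and 621 with array weights, within 1.5 times the 437 here. The numbers of genes and probes lower were 177 and 227 without background correction, 503 and 661 with median scaling, 200 and 259 with the authors' lumi values, 171 and 221 without the detection filter, 505 and 659 with the replicates as pairs and 594 and 772 with array weights. They were 174 and 222 with the authors' lumi values and no detection filter, an alternative chosen after seeing the data. By more than 2 fold, 253 genes and 391 probes were higher and 96 and 127 lower, and with limma's treat test 151 and 222 were higher and 26 and 37 lower, as stricter thresholds must give fewer. For the counts without background correction, with median scaling, pairs and array weights the cause was not tested, and tests for the authors' lumi values and the detection filter are given under the other observations. Leaving out 1 array in turn gave 258 (without vehicle replicate 2) to 504 genes and 400 to 772 probes higher, and 98 (without vehicle replicate 2) to 410 genes and 131 to 515 probes lower.

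The interferon list passed with cyclic loess (0.0287), without the detection filter (0.0159), with detection p under 0.01 on 1 array (0.0295), with pairs (0.0221), with the mean of all probes (0.0396) and with fry (0.0213), and the adipocyte list with pairs (0.0419). With an estimated correlation the adjusted p was 0.336 for cholesterol synthesis, the eosinophil list and the interferon list, 0.589 for the adipocyte list, 0.567 for endothelial markers and for the list of the glucocorticoid receptor, 0.849 for TG homeostasis and lipolysis, 0.921 for glucose uptake, 0.494 for the circadian clock and 0.283 for the lipid metabolism genes of Dataset S4, and the eosinophil list had 0.148 without the detection filter. With fry, endothelial markers (0.0369) and the list of the glucocorticoid receptor and steroid metabolism (0.00401) passed. Leaving out 1 array in turn gave 0.0395 (without DEX replicate 1) to 0.279 for TG homeostasis, 0.0226 (without DEX replicate 3) to 0.450 for lipolysis, 0.0320 (without vehicle replicate 3) to 0.962 for glucose uptake, 0.0363 (without vehicle replicate 2) to 0.278 for adipocyte markers and 0.00942 (without vehicle replicate 2) to 0.188 for the interferon list. The cause was not tested.

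The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. As many genes or probes, higher or lower, came from 1 split, the real one, with 437 genes higher and 308 lower (678 and 396 probes), and the highest count of any other was 0 with limma (78 to 1130 probes at an unadjusted p under 0.05, against 3402). Every other split mixes vehicle and DEX arrays in both of its groups. The DEX effect then adds to the spread within groups, so few calls could come and the 0 does not measure chance. For the gene lists, 5 splits gave as many as the real 5, the highest other 8, and 5 among splits that part all 3 pairs, as the real one does. The other splits part 1 pair. The mixed splits keep part of the DEX difference, so their counts of lists do not give a chance level either.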

Differences from the paper's values

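The paper gives 198 genes lower and 308 were lower here, and counts over 1.5 times apart are taken to differ. The paper's count is of the symbols in Dataset S2. The counts here use another annotation, in which 95 of its 761 rows have no single symbol. Of the alternatives set before the data were examined, the count did not differ from the paper's by this measure without background correction (177), with offset 50 (240), cyclic loess (253), the authors' lumi values (200), no detection filter (171), detection on all 6 arrays (270), only the representative probe deciding (263) and without vehicle replicate 1 (190), vehicle replicate 3 (146) or DEX replicate 2 (156), and it did with the others. With the authors' lumi values and no detection filter, chosen after seeing the values, it was 174 genes from 222 probes. Dataset S2 lists as many lower rows, 222, under 198 symbols, so naming alone makes these counts differ. Set against 174 in place of 198, the counts of 270 and 263 would also differ by this measure.

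Of 36 genes whose log2 fold change was set beside the paper's in Dataset S2, 14 differed, and all 36 changes were larger here. Cpm was detected on 1 of 3 vehicle arrays, and with the undetected ones set to the lowest signal among detected probes it was 84.5-fold higher. A fold differs if its sign does or if the gap exceeds the larger SD of the 2 groups here, as the paper states no error, and a lower bound differs if it is over 1.5 times the paper's fold. Without background correction and with the authors' lumi values, but with no other alternative, Cpm (the paper's 5.13, here 6.69), Fkbp5 (5.26 and 6.01), Aqp5 (-1.59 and -2.65) and Spon2 (-1.77 and -2.22) did not differ. With these 2 settings or offset 50, and no other, neither did Mt2 (the paper's 3.37, here 4.34), Ifi207 (3.32 and 4.32), Stc1 (-0.94 and -1.81), Ptgds (1.12 and 1.85), Map7d2 (3.37 and a lower bound of 4.65) and Fam107a (3.06 and a lower bound of 4.17). Abi3 (the paper's -1.11, here -1.82) and Ctsl (0.89 and 1.39) did not differ under these 3 settings or without DEX replicate 2. Mertk (the paper's 2.46, here 3.68) did not differ with the authors' lumi values alone. Sgk1 (the paper's 2.85, here 3.03) did not differ without background correction, with offset 50, median scaling, the authors' lumi values or array weights, or without vehicle replicate 3, DEX replicate 2 or DEX replicate 3.

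The paper names GPAT3 among the regulated genes and GPAT4 among those not regulated, and Dataset S4 lists AGPAT6, an older symbol of Gpat4. Here Gpat4 rose (log2 fold change 0.89, adjusted p = 0.00926) and Gpat3 fell (-0.99, adjusted p = 0.0463). The paper lists Scd2, Vldlr and Fzd1 as regulated, and here they did not pass (adjusted p = 0.0699, 0.0851 and 0.0715 from limma). Their folds here were also under 1.5, with Scd2 1.49-fold and Vldlr 1.46-fold higher and Fzd1 1.49-fold lower. By the adjusted p alone, Scd2 passed without background correction, with offset 50, the authors' lumi values, pairs, trend and robust variances, or array weights. By the same measure Vldlr passed under these settings except pairs, and Fzd1 with pairs or array weights. The Methods give a threshold of 2 fold and the Results of 1.5 fold, and 45 induced rows of Dataset S2 lie under 1.5 fold. Dataset S2 holds 421 induced and 198 repressed symbols, and its target column names another gene than its symbol column in all 671 rows where both could be read.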

Other observations

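Genes of cholesterol synthesis were lower as a list (camera adjusted p = 3.13e-04, but adjusted p = 0.336 with an estimated correlation). Of 18 tested members, 5 were lower and 1 was higher at an adjusted p under 0.05 from limma (11 lower and 2 higher adjusted over the list alone). The mevalonate pathway enzyme Mvd was 2.22-fold lower and Dhcr7, which catalyzes the last step to cholesterol, 2.05-fold lower (adjusted p = 8.68e-04 and 0.00634). Of 14 interferon-stimulated genes, 3 were lower and none higher (4 lower adjusted over the list alone, 0 higher at an unadjusted p under 0.05; camera adjusted p = 0.0537, or 0.0221 with the replicates as pairs, and 0.00942, 0.0497, 0.0395 and 0.0350 without vehicle replicate 2, vehicle replicate 3, DEX replicate 1 and DEX replicate 2, but 0.336 with an estimated correlation), among them Ifit3, 3.03-fold lower (adjusted p = 8.88e-04). Inflammatory genes moved both ways, 8 higher and 5 lower of 23 (as many adjusted over the list alone; camera adjusted p = 0.424), and the acute phase gene Hp was 4.28-fold higher (adjusted p = 3.48e-05), and 9.14-fold and 9.42-fold by its other two probes. The DEX signal of Hp lies near the highest normalized signal, 14.57, which limits its fold.

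Of 12 genes of the glucocorticoid receptor and steroid metabolism, 2 were higher and 1 was lower (2 and 2 adjusted over the list alone; camera adjusted p = 0.231), and H6pd, which supplies NADPH to 11beta-hydroxysteroid dehydrogenase 1, was 2.19-fold higher (adjusted p = 9.27e-04). Of 21 genes of fatty acid oxidation, Cat was higher (adjusted p = 0.0126, or 0.0645 without vehicle replicate 2, and 0.00107 to 0.0645 over the alternatives) and Abcd2 lower (as many adjusted over the list alone; camera adjusted p = 0.984). Of 3 endothelial markers, Ramp2 was higher (adjusted p = 0.0178, or 0.0579 without vehicle replicate 1, 0.0633 without vehicle replicate 2 and 0.0647 without DEX replicate 2, and 0.00156 to 0.119 over the alternatives). Of these, 2 were higher when adjusted over the list alone (camera adjusted p = 0.233). None of 27 genes of the respiratory chain, 18 ribosomal and reference genes and 2 leukocyte markers passed with limma (1, 1 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.424, 0.856 and 0.984). Some of them, such as Eef1a1 and Atp5b, lie within 0.5 of that signal, where a rise can hardly be measured. Rpl19, the paper's reference gene, had a log2 fold change of 0.00 and Agpat3 a value of -0.02 (adjusted p = 0.995 and 0.977). Angptl4, which the paper states is not regulated by glucocorticoids in these cells, did not pass the threshold of 1.5 fold (1.47-fold, adjusted p = 0.048, or 0.133 without vehicle replicate 1, 0.213 without vehicle replicate 2, 0.127 without vehicle replicate 3, 0.0637 without DEX replicate 1 and 0.151 without DEX replicate 2, and 0.00498 to 0.213 over the alternatives), and passed both thresholds with cyclic loess, with array weights and without DEX replicate 3.

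More genes were lower here than in Dataset S2, and the tests of explanations were chosen after this was seen. By the representative probe, 91 genes were lower here and not with the authors' lumi values, where all had the same sign and 65.9% an adjusted p under 0.05, with a median log2 fold change of -0.46 against -0.73 here. Background left in the authors' values may compress their folds. Over all 263 genes lower here, the median ratio of the authors' log2 fold to that here was 0.912 in the brighter genes and 0.613 in the dimmer genes, split at the median signal, a difference of 0.299, consistent with this, but normexp acts most on dim signals, so the test does not tell which folds are closer to the truth. The fewer probes adjusted for after the detection filter may add to it. With the filter taken from both, 171 genes were lower here and 174 with the authors' values, 1.02 times apart, against 308 and 200 with it. The filter alone moved the authors' count from 174 to 200, so the gap is there with the filter and the pre-processing used here together, and their shares were not separated.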
